# Thyroid Hormone May Regulate mRNA Abundance in Liver by Acting on MicroRNAs

**DOI:** 10.1371/journal.pone.0012136

**Published:** 2010-08-13

**Authors:** Hongyan Dong, Martin Paquette, Andrew Williams, R. Thomas Zoeller, Mike Wade, Carole Yauk

## Abstract

MicroRNAs (miRNAs) are extensively involved in diverse biological processes. However, very little is known about the role of miRNAs in mediating the action of thyroid hormones (TH). Appropriate TH levels are known to be critically important for development, differentiation and maintenance of metabolic balance in mammals. We induced transient hypothyroidism in juvenile mice by short-term exposure to methimazole and perchlorate from post natal day (PND) 12 to 15. The expression of miRNAs in the liver was analyzed using Taqman Low Density Arrays (containing up to 600 rodent miRNAs). We found the expression of 40 miRNAs was significantly altered in the livers of hypothyroid mice compared to euthyroid controls. Among the miRNAs, miRs-1, 206, 133a and 133b exhibited a massive increase in expression (50- to 500-fold). The regulation of TH on the expression of miRs-1, 206, 133a and 133b was confirmed in various mouse models including: chronic hypothyroid, short-term hyperthyroid and short-term hypothyroid followed by TH supplementation. TH regulation of these miRNAs was also confirmed in mouse hepatocyte AML 12 cells. The expression of precursors of miRs-1, 206, 133a and 133b were examined in AML 12 cells and shown to decrease after TH treatment, only pre-mir-206 and pre-mir-133b reached statistical significance. To identify the targets of these miRNAs, DNA microarrays were used to examine hepatic mRNA levels in the short-term hypothyroid mouse model relative to controls. We found transcripts from 92 known genes were significantly altered in these hypothyroid mice. Web-based target predication software (TargetScan and Microcosm) identified 14 of these transcripts as targets of miRs-1, 206, 133a and 133b. The vast majority of these mRNA targets were significantly down-regulated in hypothyroid mice, corresponding with the up-regulation of miRs-1, 206, 133a and 133b in hypothyroid mouse liver. To further investigate target genes, miR-206 was over-expressed in AML 12 cells. TH treatment of cells over-expressing miR-206 resulted in decreased miR-206 expression, and a significant increase in two predicted target genes, Mup1 and Gpd2. The results suggest that TH regulation of these genes may occur secondarily via miR-206. These studies provide new insight into the role of miRNAs in mediating TH regulation of gene expression.

## Introduction

Thyroid hormones (TH) are critically important for development, tissue differentiation, and maintenance of metabolic balance in mammals through direct and indirect regulation of expression in target genes [1]. Severe disruption of TH action during fetal and early neonatal development leads to a suite of permanent deficits in experimental animals and humans [1]. The liver plays a critical role in metabolism, serum glucose and lipid regulation and is a major target organ of TH. Previous studies using comprehensive transcriptional arrays have shown that TH regulates the expression of genes involved in these important physiological processes [2], [3]. However, the mechanism by which TH regulates the expression of these genes, whether by direct actions on transcriptional activity or by indirect actions on mechanisms that control cellular levels of mRNAs, is not well understood.

MicroRNAs (miRNAs) are small non-coding RNAs of 19–24 nucleotides in length that are important regulators of crucial biological processes, such as metabolism, cell growth, apoptosis and carcinogenesis [4], [5]. The number of known miRNAs has rapidly increased over the past years. Recently, the Sanger Institute released the latest version of their database of known miRNAs (miRBase 14.0; Sep 2009, http://microrna.sanger.ac.uk); 786 mature mouse miRNA sequences are currently reported. Long primary miRNAs are transcribed by RNA polymerase II in the nucleus, and then modified by an enzyme complex containing DROSHA and DGCR8 to form pre-miRNA. Subsequent cleavage of pre-miRNA by an RNase III, DICER 1, results in mature miRNA, which suppresses translation and enhances degradation of target gene transcripts by binding to complementary regions within the target transcripts [4], [5].

Considering the importance of TH in regulating fundamental processes governed by hepatic function, and the potential importance of miRNAs in regulating genes coding for proteins important in these function, we sought to test the hypothesis that TH regulates specific miRNAs. Therefore, we employed DNA microarrays and TaqMan low density arrays (TLDA) to analyze gene and miRNA expression profiles in a juvenile hypothyroid mouse model induced by short-term exposure of dams to goitrogen before weaning. TLDA offers a high throughput and sensitive approach for detection of miRNAs [6]. Selected miRNAs were examined in more detail in other animal models with altered TH levels and in an *in vitro* system to confirm TH regulation. The target genes of one miRNA (miR-206) were investigated with cell lines stably transfected with the corresponding miRNA. Analysis of miRNA expression changes in combination with global mRNA levels provides a powerful approach to determine the effect of TH perturbation on miRNA expression and function. The results of this study provide insight into the role of miRNAs in mediating the actions of TH on liver function.

## Materials and Methods

### Ethics Statement

All animal care and handling was in accordance with Canadian Council for Animal Care Guidelines and was approved by the Health Canada Animal Care Committee. Permit number is 2007006.

### Animal models with altered TH level

C57BL/6 mice were purchased from Charles River (St. Constant, QC, Canada) and were housed in hanging polycarbonate cages under a 12∶12 hour light-dark cycle at 23°C with food (Purina rodent chow 5010; Ralston-Purina, St. Louis, MO, USA) and sugar water (1%) available *ad libitum*. All cages contained shelters and nesting material. After a 10 day acclimation period breeding was initiated by transferring two sexually mature female mice (8 weeks post natal) into the home cage of a sexually mature (10 weeks) male. After 4 nights of co-housing each female was transferred to a separate cage. Dams were allowed to litter naturally and litter numbers were not adjusted. On post natal day (PND) 12, half of the dams with litters were provided with sugar water containing methimazole (MMI, 0.05%, Sigma Chemical, St. Louis, MO) and perchlorate (1%, Sigma chemical), while other half were provided sugar water. Four hours before sacrifice on PND 15, pups with sugar water were injected with PBS (control group) or T4/T3 (hyper group, 50/5ug/100gbw); MMI and perchlorate treated pups were injected with PBS (hypo group) or T4/T3 (hypo+ group, 20/2ug/100gbw).

For PTU induced hypothyroidism, C57BL/6 time-pregnant mice (13-day gestation, GD 13) were purchased from Charles River (St. Constant) and supplied *ad libitum* with 0.3% diet cherry Kool-aid in water containing 0%(control) or 0.04% PTU (6-propylthiouracil; Sigma Chemical) from GD 13 to PND 15.

On PND 15, a male pup from each litter was sacrificed by exsanguination under isofluorane anaesthesia. Serum, prepared using Serum Separator Tubes (BD Biosciences, Mississauga, ON, Canada) was retained for T4 analysis with RIA kits (MP Biomedicals, Medicorp, Montreal, QC, Canada). Liver was dissected as rapidly as possible, immediately frozen in liquid nitrogen and stored at −80°C.

### Cell culture and stable transfection

Mouse hepatocyte cells AML 12 (ATCC, Manassas, VA,USA) were grown at 37°C in Dulbecco's modified Eagle's medium/Ham's F-12 nutrient mixture with 10% fetal Bovine serum, 100 nM dexamethasone and ITS (insulin, transferrin and selenium, Invitrogen, Burlington, ON, Canada). Stable transfection was performed using 18 µl FuGene (Roche, Indianapolis, IN, USA) with 12 µg miRNASelect pEGP-mir Null Control Vector or pEGP-mmu-mir-206 Expression Vector (Cell Biolabs, Inc., San Diego, CA, USA) in 10-mm Petri dishes. Green clones in the medium containing 2 µg/ml puromycin (Invitrogen) were identified by microscopy, and were picked and cultured in completed medium with puromycin for one week. The over expression of miR-206 was confirmed with qRT-PCR. Ten percent stripped fetal bovine serum (Medicorp, QC, Canada) was added to cultured cells one day before cells were incubated with or without 10 nM T3.

### RNA Extraction and Purification

For microarray analysis, total RNA was extracted with TRIzol reagent (Invitrogen) followed by RNeasy Mini Kit (Qiagen, Mississauga, ON, Canada) clean-up according to the manufacturer's instructions. RNA integrity was determined using an Agilent 2100 Bioanalyzer (Agilent Tech. Inc. Mississauga, ON, Canada) and only high quality RNA (RIN>9.0) was used for microarray analysis. For other analyses (miRNA expression, qRT-PCR), total RNA was extracted with *mir*Vana miRNA Isolation Kits (Ambion, Inc., Applied Biosystems, Foster city, CA, USA) according to the manufacturer's instructions.

### Microarray hybridization

Relative transcript levels were determined using a 2 colour reference hybridization design where each RNA sample was labelled with Cyanine 5-CTP (Cy5) and universal mouse reference total RNA (Stratagene, Cedar Creek, TX, USA) was labelled with Cyanine 3-CTP (Cy3) using Agilent Quick Amp Labelling kits (Agilent Tech. Inc.). Labelled sample and common reference cRNA were hybridized to Agilent mouse oligo microarrays (product number G4122F; 4X44K arrays) according to the manufacturer's instructions. Slides were washed and scanned on an Agilent G2505B microarray scanner and data were acquired with Agilent Feature Extraction software version 10.1.1.1.

### Microarray normalization and analysis of differential gene expression

Background fluorescence was measured using the (-)3xSLv1 probes. Probes exhibiting median signal intensities less than the trimmed mean (trim = 5%) plus three trimmed standard deviations of the (-)3xSLv1 probe were flagged as absent (within the background signal). Data were normalized using the transform.madata function in the MAANOVA library in R using a global lowess with a span of 0.2 [7], [8]. Genes that were differentially expressed as a result of treatment were determined using the MAANOVA library in R. The Fs statistic [9] was used to test for treatment effects. P-values were estimated by the permutation method using residual shuffling, followed by adjustment for multiple comparisons using the false discovery rate (FDR) approach [10]. The fold change calculations were based on the least-square means. Significant genes were identified as those where the Fs statistic had a Benjamini-Hochberg corrected p<0.05. All data are MIAME compliant and available through the Gene Expression Omnibus (GEO, accession number GSE21277).

### MiRNA expression analysis with TLDA

Four male mice from each of the control and hypo groups respectively were used to comprehensively analyze miRNA expression. Samples containing 750 ng RNA were used to perform reverse transcription with the Taqman miRNA Reverse Transcription kit and Megaplex RT Primers Rodent Pool A and B (Applied Biosystem). RT-PCR reactions were performed with TaqMan Rodent miRNA Array A and B (containing up to 600 rodent miRNAs) by the Institut de Recherche en Immunologie et en Cancérologie (IRIC), University de Montreal, with the 7900 HT system. Using the log2 of the delta Ct values, differentially expressed miRNAs were identified using an F-test with U6 as a housekeeping miRNA. The critical value of the F-test statistic was determined by bootstrapping the residuals from the one way ANOVA model [11] using the R [7] software. Residuals were re-sampled within each treatment condition to avoid making the common variance assumption [12]. Multiple comparison adjustment was applied to the final results using the FDR approach [10]. The dataset is available through GEO (accession number GSE21277).

### miRs-1, 206, 133a and 133b expression in animal models or cultured cell lines

Taqman miRNA Reverse Transcription kits (Applied Biosystem) were used for reverse transcription reactions with 10 ng total RNA as template and specific primers from the Taqman miRNA Assay Kits. PCRs were performed with Taqman universal PCR Master Mix according to the manufacturer's instructions. Three animals from each group or 3 batches of cultured cells were used. Relative miRNA expression was analyzed using the ΔΔCt method with U6 as a housekeeping miRNA and one of the control samples as the calibrator. Significant differences in expression were determined using a Student's t-test and called significant if p<0.05.

### MiRNA target predictions

TargetScan mouse 5.1 (http://www.targetscan.org/mmu_50/) and MicroCosm Targets Version 5 (http://www.ebi.ac.uk/enright-srv/microcosm/cgi-bin/targets/v5/search.pl) were used to predict the targets of miRs-1, 206, 133a and 133b. Genes predicted by either of algorithm were considered to be the targets. These softwares apply different algorithms to identify the highly complementary sites and are widely used for miRNA target prediction [13]–[15].

### qRT-PCR analysis of target genes and precursors of miRNAs

Reverse transcription was carried out with SuperScript III (Invitrogen) using SYBR-Green and a GFX system (BioRad, Mississauga, ON, Canada). Primers were designed using Beacon design 2.0 (Premier BioSoft International, Palo Alto, CA, USA). PCR reactions were performed in duplicate, and the values of the threshold cycles were averaged. Gene expression levels were normalized to *Hprt*. PCR efficiency was examined using the standard curve for each gene. The primer specificity was assured by the melting curve for each gene. A Student's t-test was used for statistical evaluation. The sequences of primers are available upon request.

## Results

### Validation of the short-term MMI/perchlorate-induced hypothyroid juvenile mouse model

Serum T4 levels in PND 15 male pups of dams treated from PND 12 to PND 15 with drinking water containing 0.05% MMI/1% perchlorate were significantly reduced (p<0.001, Fig. 1A). Functional hypothyroidism was further confirmed by the observation of a 50% reduction in malice enzyme (a known TH regulated gene in liver [3]) expression in hypothyroid mouse liver (Fig. 1B).

**Figure 1:**
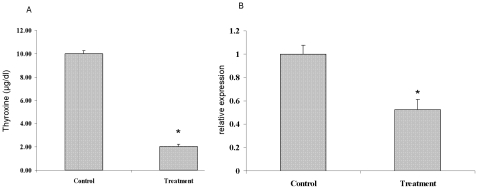
Serum T4 levels and liver malic enzyme mRNA levels in mouse pups rendered hypothyroid by 3 day exposure of dams and their litters to drinking water containing MMI and perchlorate from PND 12 to 15. A. Serum T4 data are expressed as mean ± standard error (SE, n = 10) and * indicates significant difference (p<0.001). B. qRT-PCR for malic enzyme mRNA (positively regulated by direct TH action) was performed with RNA derived from male pups. Data are presented as mean ± SE (n = 5). A two-tailed Student's t-test was used to calculate significance and * indicates p = 0.03.

### MiRNA expression in hypothyroid mice

The TLDA analysis revealed that 40 miRNAs were significantly altered (p<0.1) in the liver of hypothyroid mice compared with controls. Among them, 11 miRNAs exhibited a fold change greater than 4 (Table 1); 8 of these 11 (70%) were up-regulated in hypothyroid mice. 

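MiRNA levels in this experiment were measured by TaqMan low density arrays (TLDA), on which each well amplifies 1 miRNA, in the livers of 4 control and 4 hypothyroid male pups at PND 15. The labels place animals 1 and 2 of each group in study 1 and animals 3 and 4 in study 2. The cards held 591 assays, of which 584 were for miRNAs, and U6 was read in 4 wells of each card. In the control livers 376, 363, 363 and 376 miRNA assays gave a threshold cycle (Ct), and in the hypothyroid livers 393, 389, 355 and 328 did. The authors deposited the Ct of each well and the difference in Ct from U6 (delta Ct) for each animal. In that table most undetermined wells were given 40 cycles, while other assays have no delta Ct, between 18 and 27 per control animal and between 13 and 61 per hypothyroid animal. The deposited delta Ct was used here, with the sign turned so that a higher value means more miRNA, and 1 cycle was taken as 1 unit of log2. MiRNAs with a value in at least 2 animals of each group were tested with limma, and p-values were adjusted by the Benjamini-Hochberg method. The number of animals limits the precision, and readings near 40 cycles are bounds on the level rather than measurements of it.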

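Of 563 miRNAs tested, 0 had an adjusted p below 0.1 by limma, and the smallest adjusted p was 0.144. At an unadjusted p below 0.1 there were 43 miRNAs, of which 33 were higher and 10 were lower in hypothyroid liver, and 22 had an unadjusted p below 0.05. The F-test with bootstrapped residuals that the methods name, run here on delta Ct, gave 0 miRNAs after adjustment, 21 at an unadjusted p below 0.1 and 8 at an unadjusted p below 0.05. On log2 of delta Ct, as the methods have it, a run added after seeing the data gave 0, 21 and 7. With adjusted p-values the number altered was 1 without hypothyroid animal 4. With the mean of all miRNAs read below 35 cycles in place of U6, the unadjusted count was 129, of which 14 were higher and 115 were lower. Between 175 and 211 assays per animal have a value from an undetermined well. Those at 40 cycles on a card shift together when the reference changes, so this count is not of read miRNAs alone. In the authors' deposited table of 470 assays, 40 assays have a p of 0.1 or less, of which 34 are mouse miRNAs, 3 are rat miRNAs and 3 are endogenous controls. The smallest q-value in the authors' deposited table is 0.8298. The paper adds RT-PCR in other animal models and in AML 12 cells to its TLDA fold changes, and from these together it proposes that TH may lower the levels of these miRNAs.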

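With the adjusted p, 0 of 563 miRNAs had a fold change above 4 and passed limma's threshold, and the bootstrapped F-test also gave 0. At an unadjusted p below 0.1, 14 miRNAs had a fold change above 4, of which 13 were higher and 1 was lower in hypothyroid liver. Of the 11 miRNAs in Table 1, 7 had enough values for the test and 3 of these had an unadjusted p below 0.1. With undetermined or missing wells at 40 cycles all 11 could be tested, and 7 had an unadjusted p below 0.1. Leaving out hypothyroid animal 4 as well, a setting chosen after seeing the data, gave 9 of 11. Of these, miR-138* was lower, at -2.87 log2 units, where Table 1 has it higher, and miR-199b* was 18.4-fold higher, where Table 1 gives 4.96. MiR-582-5p fell by 1.89 on the log2 scale (limma standard error 1.02, adjusted p = 0.690) and miR-200a* fell by 1.32 (limma standard error 1.40, adjusted p = 0.690). The log2 change of miR-200a* was 0.09 without hypothyroid animal 3. The other 4 had too few deposited values for a test. MiR-199b* was 2.03 log2 units higher with 1 control and 4 hypothyroid animals, and miR-148a* was lower, at -1.98 log2 units, with 3 control animals and 1 hypothyroid animal. MiR-138* had a log2 change of -0.55 with 2 control animals and 1 hypothyroid animal.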

Three miRNA families (miRs-1 and 206, miRs-133a and 133b as well as miRs-135a and 135b) exhibited very large increases in expression (ranging from 50- to 500-fold). 

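The delta Ct of miR-1 was 13.1 ± 2.43 (SD) in 4 control livers and 6.12 ± 2.14 in 3 hypothyroid livers, a log2 change of 7.00 (limma standard error 1.54, adjusted p = 0.384). MiR-206 had a delta Ct of 13.2 ± 1.60 in 4 control livers and 7.71 ± 3.25 in 4 hypothyroid livers, a log2 change of 5.48 (limma standard error 1.61, adjusted p = 0.690). The values of the groups did not overlap for miR-206 (exact two-sided permutation test, p = 0.0286, the smallest that 4 animals against 4 allow). Those of miR-1 did not overlap either, but its well was read in hypothyroid animal 4 and has no value in the deposited table for that animal. The delta Ct of that well, from the instrument's output, was 13.5, within the range of the control livers, and with it the log2 change was 5.15. MiR-133a changed by 4.59 log2 units (limma adjusted p = 0.690), with an SD of 5.58 cycles among the hypothyroid livers and with overlapping groups. MiR-133b changed by 5.76 log2 units (limma adjusted p = 0.690) with values from 2 control and 3 hypothyroid animals. MiR-135a changed by 2.55 log2 units (limma adjusted p = 0.690) with 2 control and 3 hypothyroid animals, and miR-135b by 1.62 with 1 control and 4 hypothyroid animals, too few for a test. With undetermined wells at 40 cycles the change of miR-135b was 6.06 (limma adjusted p = 0.641).

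Each animal's minus delta Ct was then averaged over miRs-1, 206, 133a and 133b, using those with a value. The averages were -13.90, -12.84, -13.69 and -10.84 in control animals 1 to 4 and -3.52, -5.80, -9.49 and -12.14 in hypothyroid animals 1 to 4. The mean rise was 5.08 log2 units, a 33.8-fold difference (exact two-sided permutation test, p = 0.0571, where 0.0286 is the smallest p possible). Within study 1 the rise was 8.70 and within study 2 it was 1.45, each from 2 animals per group. Hypothyroid animal 4, which has no value for miR-1 and miR-133b, lay below control animal 4. Without hypothyroid animal 4 the rise was 6.54 (exact permutation p = 0.0286), the largest rise when any 1 animal was left out. In a test of all miRNAs for a treatment effect that differs between the studies, 0 of 542 had an adjusted p below 0.1 by limma and 46 had an unadjusted p below 0.05.

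**Figure D1:**
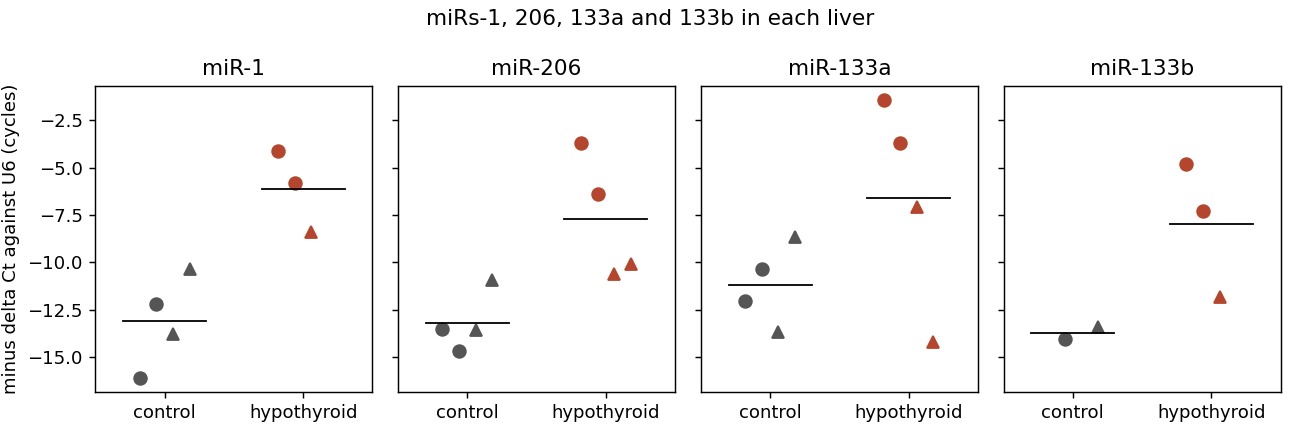
Minus delta Ct against U6 in cycles for miRs-1, 206, 133a and 133b, where each point is 1 liver, circles are study 1, triangles are study 2 and lines are group means. The hypothyroid livers of study 1 lie above those of study 2 for each of the 4 miRNAs.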

Data for these findings are available through GEO, accession number GSE21277.

**Table 1:** Differentially expressed miRNAs in hypothyroid mouse liver (p<0.1, Fold change >4).

Gene Name	Fold Change	p-value	Clustered miRNA*	Function
**miR-133 family**				
mmu-miR-133b	501.39	0.05	mmu-miR-206	Apoptosis [24], muscle development [25], [26]
mmu-miR-133a	100.36	0.02	mmu-miR-1	Apoptosis [24], muscle development [25], [26]
**miR-1/206 family**				
mmu-miR-1	92.11	0.01	mmu-miR-133a	Apoptosis [24], muscle development [25], [26]
mmu-miR-206	58.90	0.07	mmu-miR-133b	Apoptosis [24], muscle development [25], [26]
**miR-135 family**				
mmu-miR-135b	85.11	0.09		Colorectal cancer [27]
mmu-miR-135a	14.62	0.09		Colorectal cancer [27]
**Others**				
mmu-miR-138*	27.77	0.08		Squamous cell carcinoma [28]
mmu-miR-199b*	4.96	0.05		Choriocarcinoma [29]
mmu-miR-148a*	−4.20	0.04		DNA methyltransferase [30]
mmu-miR-582-5p	−5.14	0.07		Malignant mesothelioma [31]
mmu-miR-200a*	−5.49	0.10		Cervical cancer [32]

*indicates they are in the same chromosome and apart less than 10kb (based on database of TargetScan).

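In the RefSeq annotation of GRCm38.p6, Mir206 and Mir133b lie on the same chromosome with 0 annotated genes between them. Mir1a-1 is likewise next to Mir133a-2 and Mir1a-2 is next to Mir133a-1, with 0 genes between in each pair, so the genome holds 2 copies each of miR-1 and miR-133a. The assays for the mature miRNAs do not separate these copies.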

### The expression of miRs-1, 206, 133a, 133b in other animal models with altered TH levels

To further investigate the effect of TH on hepatic miRNA expression, we examined the expression of the most differentially regulated miRNAs (miRs-1, 206, 133a, 133b) in the livers of (a) hypothyroid mice induced by PTU treatment (PTU hypothyroid); (b) hyperthyroid mice created by injecting T3/T4 four hours before sacrifice (hyperthyroid) and (c) hypothyroid mice induced by MMI/Perchlorate treatment but receiving T4/T3 injection four hours before sacrifice (corrected hypothyroid). Three mice were chosen from each group and their serum T4 levels were shown in Table 2. As shown in Fig. 2A, all of four selected miRNAs were significantly increased in the livers of PTU induced hypothyroid mice, while significantly decreased in the livers of hyperthyroid mice. Corrected hypothyroid animals had serum T4 levels intermediate between control and hyper thyroid animals although these were only significantly different from the hyperthyroid T4 levels (p = 0.046 vs hyperthyroid and 0.067 vs control; Table 2). Similarly, hepatic expression of all 4 miRNAs was also intermediate between control and hyperthyroid mice with only miR206 being significantly reduced relative to control animals (Fig 2B).

**Figure 2:**
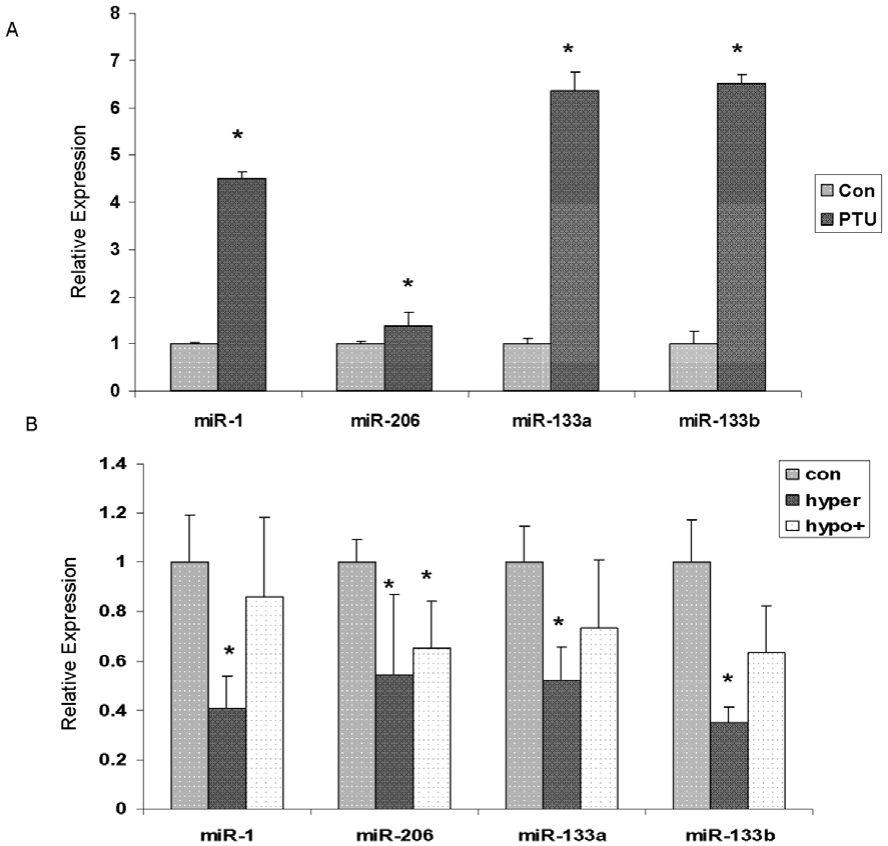
Expression of miRs-1, 206, 133a and 133b in other animal models with altered TH levels. A. Hepatic miRNA expression in livers of PND 15 mouse pups rendered hypothyroid by treatment with drinking water containing 0.04% (wt/vol) of PTU from GD 13 to PND 15. RT-PCR was performed with the Taqman miRNA Assay with RNA derived from male pups (3 per group). B. Hepatic miRNA expression in livers of PND 15 mice whose TH levels were modulated as follows: hyperthyroid pups (hyper) received a *s.c.* injection of T4+T3 (50 µg+5 µg, respectively per 100g bw) four hours prior to sacrifice and corrected hypothyroid pups received drinking water containing MMI and perchlorate (0.05 and 1% wt/vol, respectively) from PND 12 to 15 and an injection of T4+T3 (20 µg+2 µg, respectively per 100g bw) four hours prior to sacrifice, while control mice received an injection of PBS only. RT-PCR was performed with the Taqman miRNA Assay with RNA derived from male pups (3 per group). Data are presented as mean ± SE (n = 3). A two-tailed Student's t-test was used to calculate significance. * indicates p<0.05.

**Table 2:** Serum T4 levels of male pups in the various animal models (n = 3).

	T4 (µg/dl)	p
*Chronical Hypothyroid*		
Control	9.93	
PTU (0.04%)	0.57	0.000
*Transient Models*		
Control	9.6	
Hyper	39.4	0.000
Hypo+	16.6	0.067 (to Control)
		0.046 (to Hyper)

### The expression of miRs-1, 206, 133a and 133b in AML 12 cells treated with TH

To further explore the effects of TH on miRNA regulation in liver, we treated AML 12 cells (derived from mouse hepatocytes) with 10 nM T3 for 1 hour or 24 hours. The expression of miRs-1, 206, 133a and 133b was examined with the Taqman miRNA Assay. TH treatment caused down-regulation of all miRNAs examined at both 1 hour and 24 hours, although this effect was only statistically significant for miRs-1, 206 and 133b at 24 hours (Fig. 3A).

**Figure 3:**
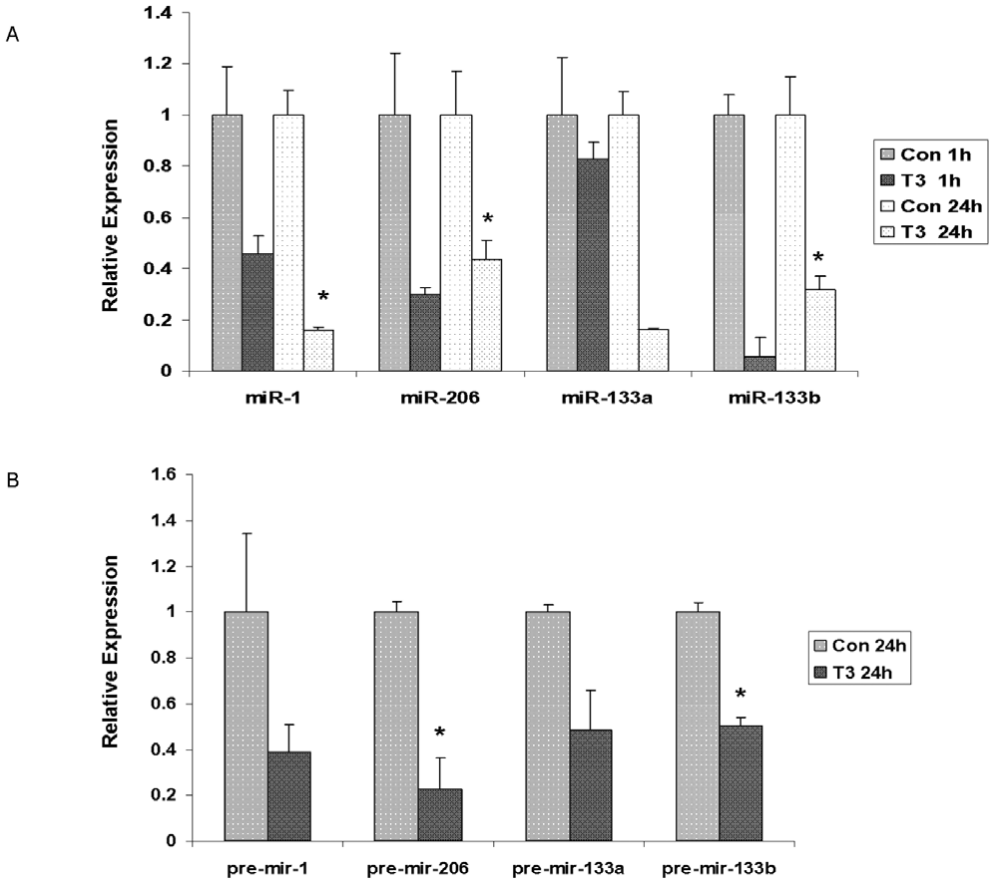
Expression of miRs-1, 206, 133a and 133b as well as their precursors in the AML 12 cells. A. AML 12 cells were treated with 10 nm T3 for 1 hour or 24 hours. The expression of miRs-1, 206, 133a and 133b was examined with the Taqman miRNA Assay. U6 was used as an internal control. Five batches of cultured cells were considered as 5 biological replicates. B. The expression of the precursors of miRs-1, 206, 133a and 133b was examined in AML 12 cell treated with 10 nm T3 for 24 hours with RT-PCR. *Hprt* was used as internal control. Three batches of cultured cells were used as 3 biological replicates. Data are presented as mean ± SE. A two-tailed Student's t-test was used to calculate significance. * indicates p<0.05.

Since mature miRNAs are derived from the cleavage of precursors by the RNase-III enzyme DICER, we investigated the effects of TH on the levels of the precursors of the selected miRNAs in AML 12 cells. As significant decreases of mature miRNAs were only found at 24 hours, we examined the precursor miRNAs at 24 hours as well. Precursors of all 4 miRNA species were reduced by at least 50% and this reduction was statistically significant (p<0.05) for mir-206 and mir-133b (Fig. 3B) even with the small sample size used.

### Target Genes of miRs-1, 206, 133a and 133b in hypothyroid mouse liver

The livers of five male pups from the transient hypothyroid model were analysed using Agilent gene expression microarrays alongside controls. 

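The liver RNA of 5 control and 5 hypothyroid male pups at PND 15 was hybridized against a common mouse reference RNA on 10 arrays of 6 slides. Of these slides 4 held arrays of both groups. The authors deposited the scanner's spot intensities for each array, without normalization between arrays. Between 75.7% and 82.5% of the 41174 probes on a control array were above the background limit that the methods define, with a median of 78.4%, and between 75.8% and 85.4% on a hypothyroid array, with a median of 80.2%. Median spot signals were corrected with limma's normexp method with an offset of 50 and normalized within each array by loess with a span of 0.2. Probes above the background limit in at least 4 of the 5 arrays of a group were kept, which left 32051 probes, of which 20486 matched a gene symbol. The log2 ratio of liver to reference was tested with limma, and p-values were adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision.

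The labels and the methods state that liver RNA carried Cy5 on every array. Across probes, the log2 ratios of the arrays of slide 141 (control 832 and hypothyroid 576) correlated with the mean of the other slides at -0.970 and -0.978. Probes are not independent replicates, so these values describe the arrays only. The other arrays correlated at 0.965 to 0.986 apart from control 616, at 0.71. The Cy3 signals of both arrays of slide 141 followed the Cy5 signals of the other slides at 0.99. The channels of that slide were therefore exchanged here, by a rule that does not use the groups, after a first fit with the dyes as labelled. That first fit gave 0 transcripts with an adjusted p below 0.05 by limma and 110 with an unadjusted p below 0.05, and leaving slide 141 out gave 0 and 2388.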

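With the channels of slide 141 exchanged, 2 of 32051 probes had an adjusted p below 0.05 by limma, and 2379 had an unadjusted p below 0.05. Both were lower in hypothyroid liver, with no overlap between the groups, and neither matches a gene symbol in the annotation used. The probe that the array lists as AK158295 had a log2 ratio of 2.06 ± 0.30 (SD) in 5 control livers and 0.26 ± 0.18 in 5 hypothyroid livers, a change of -1.80 (limma standard error 0.14, adjusted p = 0.00244). The probe listed as D86232 changed by -1.09 (limma standard error 0.11, adjusted p = 0.0122), and it no longer passed the threshold without control 832, with an adjusted p of 0.0522, or without any of 3 other arrays. In all, 663 of the probes tested had no overlap between the groups, where chance gives 0.794% of probes. The Fs test that the methods name gave 14 probes, of which 6 were higher and 8 were lower, and 2752 at an unadjusted p below 0.05. The number moved most without control 616, when 30 probes passed, of which 14 were higher and 16 were lower. With slide as a fixed block 0 probes passed and 2235 had an unadjusted p below 0.05, and with slide as a random block 14 passed, of which 5 were higher and 9 were lower.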

Significantly altered genes (p<0.05) were found for 103 transcripts between euthyroid and hypothyroid pups. Among them, 92 genes have known functions and include genes known to be regulated by TH, such as Dio1, Spot 14 and Vldlr [3]. 

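Dio1 (type 1 iodothyronine deiodinase) had a log2 ratio to the reference of 5.23 ± 0.73 (SD) in 5 control livers and 4.29 ± 0.50 in 5 hypothyroid livers, a change of -0.94 (limma standard error 0.34, adjusted p = 0.605). In 1 of the 5 hypothyroid livers its ratio was below that of every control liver. The ratio of control 616, at 3.94, was far below those of the other control livers. The lowest of those, at 5.46, was above the highest hypothyroid value, 4.91. Thrsp, the gene of Spot 14, changed by -1.16 (limma standard error 0.30, adjusted p = 0.347), and its ratio was below every control value in 3 of the 5 hypothyroid livers. Control 616 was again the lowest control, at 1.01. The lowest other control, at 1.63, was above the highest hypothyroid value, 1.31. The probe of Thrsp was well above background on 5 control arrays and 4 hypothyroid arrays. Vldlr changed by 0.51 (limma standard error 0.25, adjusted p = 0.699), above every control value in 2 of the 5 hypothyroid livers. Control 616 was the highest control for Vldlr, at -0.47, and the next was control 881, at -0.95. These 3 changes kept their direction under each alternative tried, with log2 changes of -1.27 to -0.18 for Dio1, -1.38 to -0.47 for Thrsp and 0.34 to 0.73 for Vldlr.

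**Figure D2:**
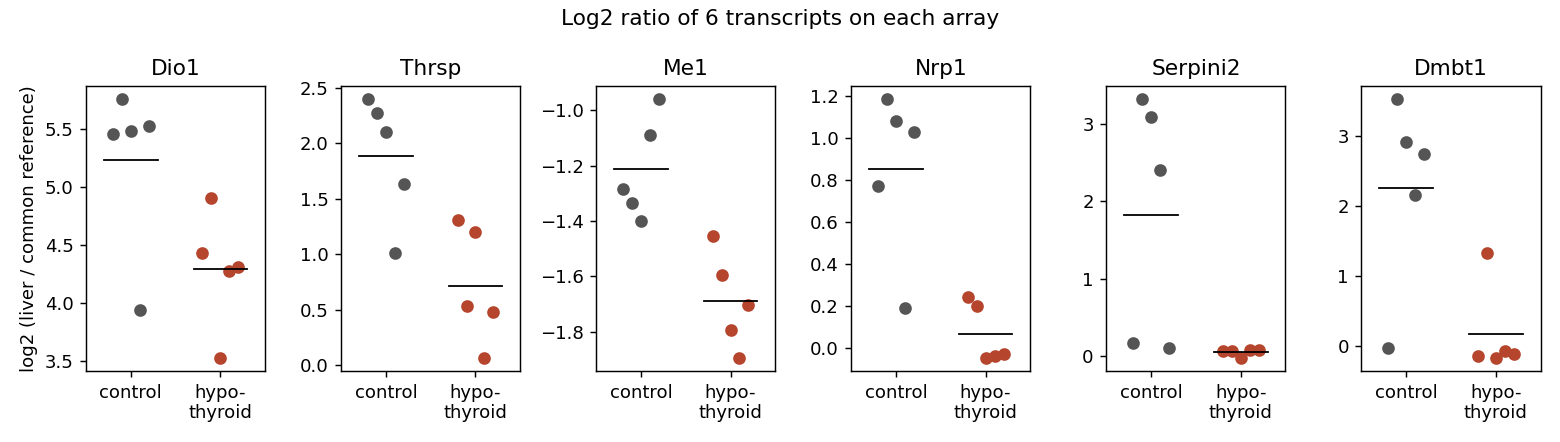
Log2 ratio of liver to common reference RNA for 6 transcripts, where each point is 1 array and lines are group means. For Dio1, Thrsp, Nrp1 and Dmbt1 the groups overlap, while for Me1 and Serpini2 the hypothyroid arrays lie below every control array.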

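The log2 ratio of Me1, the gene of malic enzyme, was -1.21 ± 0.18 (SD) in 5 control livers and -1.69 ± 0.17 in 5 hypothyroid livers. The change was -0.48 log2 units (limma standard error 0.11), a signed fold change of -1.39, and all 5 hypothyroid livers were below every control liver. The exact two-sided permutation test gave p = 0.00794, the smallest that 5 arrays against 5 allow. By limma the unadjusted p was 0.00104 and the p adjusted over all probes was 0.274. With median centring in place of loess, which moves the median change of all probes from -0.01 to 0.09, the change was -0.23 (limma unadjusted p = 0.489).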

The expression of malic enzyme was also decreased in these hypothyroid mice (1.4-fold, unadjusted p-value = 0.005), consistent with the result of qRT-PCR (Fig. 1B). Detailed analysis of the expression profiles of these mice will be presented as part of another publication (Paquette *et al.*, in preparation). The dataset is available through GEO (accession number GSE21277). Because miRs-1and 206 as well as miRs-133a and 133b families exhibited such large fold changes, the targets of these miRNAs were predicted using TargetScan and MicroCosm. The overlap between predicted target genes and significantly changed genes with fold change >1.5 and p<0.05 in hypothyroid mice is shown in Table 3. 

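The 14 genes of Table 3 were looked up by the accession the table gives, and where several probes carried it the brightest was used. With p adjusted over all probes, 0 of the 14 passed limma's threshold together with a fold change above 1.5, and the Fs test also gave 0. An unadjusted p below 0.05 was found for 8 of them and a fold change above 1.5 for 7. With p adjusted over the list alone, 5 of the 14 passed both thresholds, which is not independent evidence because the study chose the list on these samples. Without control 616, 3 genes passed with p adjusted over all probes, with log2 changes of -0.78 for Gpd2, -0.95 for Nrp1 and 0.78 for Col5a3.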

Of the 14 predicted targets, 11 were significantly down-regulation in hypothyroid pups, corresponding with the up-regulation of miRs-1, 206, 133a and 133b. 

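Of the 14 genes, 11 had a lower and 3 a higher mean log2 ratio in hypothyroid liver. The falls were largest for Dmbt1, at -2.10 log2 units (limma standard error 0.58, adjusted p = 0.418), and for Serpini2, at -1.76 (limma standard error 0.60, adjusted p = 0.560). Serpini2 was below every control value in 5 of 5 hypothyroid livers. Its ratio in the control livers was 3.32, 3.09 and 2.41 in animals 832, 522 and 616 but 0.17 and 0.11 in animals 881 and 391, beside -0.02 to 0.09 in hypothyroid livers. Klk1 changed by -0.94, Nrp1 by -0.79, Gp2 by -0.62, Gpd2 by -0.60, Mup1 by -0.58 and Phlda1 by -0.56, with adjusted p-values from 0.238 to 0.673 by limma. Controls 832, 522 and 616 also had high pancreatic markers, a split made after seeing the data. Controls 881 and 391, without them, exceeded the hypothyroid mean by only 0.05 for Klk1, 0.12 for Gp2 and 0.09 for Serpini2. The excess was 0.83 for Nrp1, 0.85 for Gpd2, 0.63 for Mup1, 0.41 for Phlda1 and 1.19 for Dmbt1. The changes of Upp2, at -0.28, Klk1b3, at -0.12, and Slc17a8, at -0.05, were each smaller than the gene's SD among the control livers. Upp2 and Slc17a8 turned positive with median centring, at 0.02 and 0.16. Second probes gave -0.94 for Klk1b3, -0.47 for Slc17a8 and -0.22 for Nrp1. The higher genes were Col5a3, at 0.64, Vldlr and Akr1c19, at 0.42, and second probes gave 0.03 for Col5a3 and 0.78 for Akr1c19 (limma adjusted p = 0.148). Gp2 was well above background on 2 control arrays and 1 hypothyroid array, Mup1 on 5 and 3, and Serpini2 on 4 and 4. The paper takes these genes from target predictions, sets their falls beside the rise of the miRNAs, and with miR-206 over-expressed in AML 12 cells it proposes that miR-206 acts on 3 of them.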

None of the targets of miRs-1, 206, 133a and 133b that were curated in TarBase (http://diana.cslab.ece.ntua.gr/tarbase/) were altered in the hypothyroid mouse livers.

**Table 3:** Targets of miRs-1, 206, 133a and 133bthat were significantly altered in hypothyroid mouse liver (p<0.05, Fold change >1.5).

Accession Number	Gene Symbol	p-value	Fold Change	Description
**Targets of miR-1/206**				
NM_013703^a^	Vldlr*	0.001	1.669	very low density lipoprotein receptor
NM_001013785^a^	Akr1c19	0.000	1.612	aldo-keto reductase family 1, member C19
NM_029692^a^	Upp2	0.008	−1.562	uridine phosphorylase 2
NM_010274^b^	Gpd2	0.000	−1.695	glycerol phosphate dehydrogenase 2, mitochondrial
NM_031188^a^	Mup1	0.003	−1.815	major urinary protein 1
NM_008737^b^	Nrp1*	0.000	−2.000	neuropilin 1
NM_026460^a^	Serpini2	0.001	−3.080	serine (or cysteine) peptidase inhibitor, clade I, member 2
**Targets of miR-133a/b**				
NM_016919^a,b^	Col5a3	0.000	1.752	procollagen, type V, alpha 3
NM_182959^a^	Slc17a8	0.000	−1.637	solute carrier family 17
NM_025989^a^	Gp2	0.002	−1.727	zymogen granule membrane glycoprotein 2
NM_009344^a^	Phlda1*	0.000	−1.815	pleckstrin homology-like domain, family A, member 1
NM_008693^a^	Klk1b3	0.002	−2.103	kallikrein 1-related peptidase b3
NM_010639^a^	Klk1	0.001	−2.111	kallikrein 1
NM_007769^a^	Dmbt1	0.004	−4.236	deleted in malignant brain tumors 1

*indicates the genes that were found in chronic hypothyroidism in our previous study [3].

a indicates the genes were predicted with the database of MicroCosm Targets and b indicates with TargetScan Mouse.

To provide direct evidence of the regulation of the expression of target genes by miRNAs in response to TH, we established AML 12 cells that over-expressed mir-206 by stable transfection of vector containing mir-206 precursor. The expression of miR-206 was approximately 1500 times higher in miR-206 over-expressing cells than in mir null control vector transfected cells (Fig. 4A). We selected 4 down-regulated genes from the predicted miR-206 targets in Table 3. The expression of these genes was examined in these cells and the results are shown in Figure 4B. Expression of three out of the four putative target genes were significantly decreased in miR-206 over expressed cells suggesting that these three genes are true targets of miR-206.

**Figure 4:**
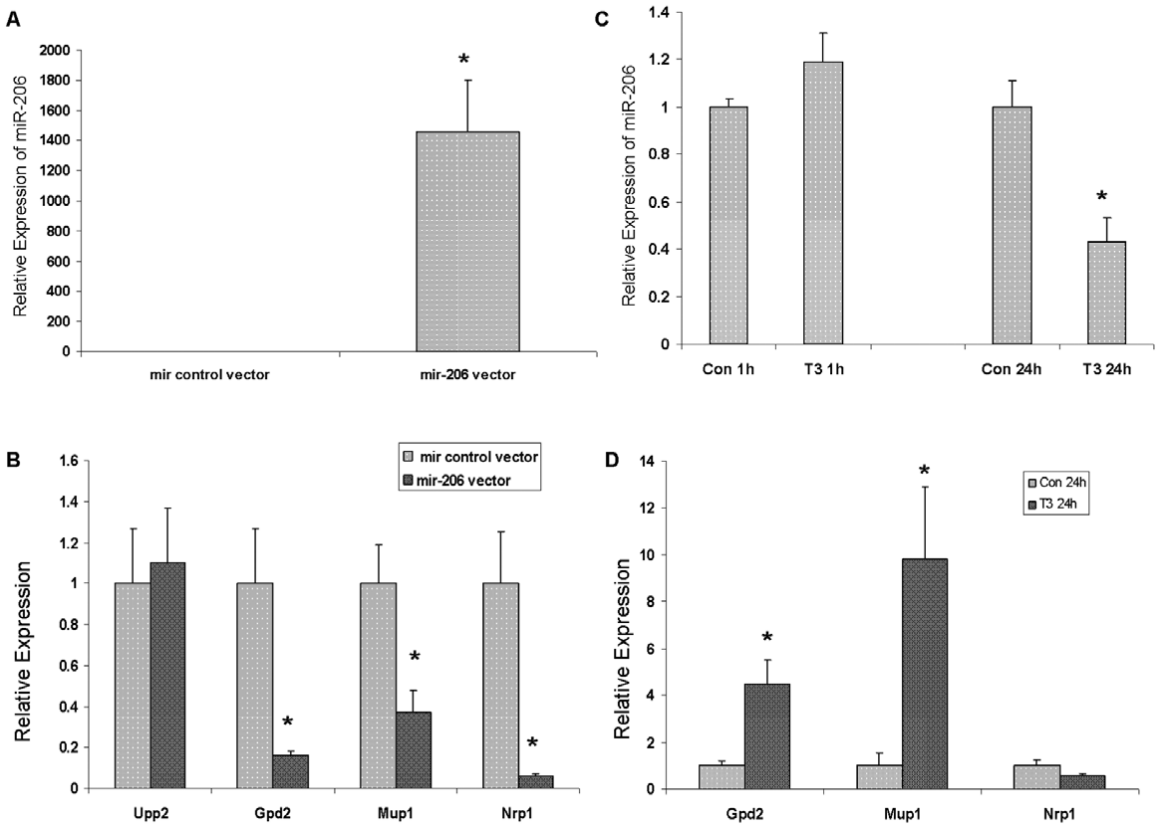
Identification of the target genes of miR-206 that are regulated by TH. A. Levels of miR-206 in AML 12 cells stably transfected to ectopically express miR-206. AML12 cells were transfected with pEGP-mmu-mir-206 expression vector or pEGP-mir null control vector and selected with puromycin and green florescence protein by microscopy. The expression of miR-206 was examined with the Taqman miRNA Assay (n = 5). B. The expression of genes that are putative targets of miR-206 in the two cell types shown in figure 4A was examined with RT-PCR (n = 3). C. The effects of TH on the expression of miR-206 in the transfected cells. The miR-206 transfected cells were treated with 10 nm T3 for 24 hours. MiR-206 expression was analyzed with Taqman miRNA Assay (n = 3). D. The effect of TH on the expression of the miR-206 target genes in the transfected cells. The miR-206 transfected cells were treated with 10 nm T3 for 24 hours. The expression of target genes was examined with RT-PCR (n = 3). Data are presented as mean ± SE. A two-tailed Student's t-test was used to calculate significance. * indicates p<0.05.

To investigate whether these 3 true target genes are regulated by TH, we examined the expression of these 3 genes and that of miR-206 in miR-206 transfected AML 12 cells treated with T3 for 24 hours. T3 treatment decreased the expression of miR-206 by roughly 50% (p<0.05) in miR-206 transfected AML 12 cells (Fig. 4C), while the expression of target genes Gpd2 and Mup1, but not Nrp1, significantly increased (Fig. 4D).

## Discussion

TH are essential for normal development and for normal adult physiology. In both development and in adulthood, an important role of TH is to control metabolism and, perhaps, body weight. Recent studies on the effects of a TR_β_-selective drug that targets the liver indicate that activation of the TR_β_ receptor can lower serum lipids, can decrease global fat stores, and can improve insulin tolerance in *ob/ob* mice [16]. Thus, liver is an important target of TH in regulating energetic metabolism and physiology [2], [3]. TH primarily exert their effects through interaction with TR, which, upon heterodimerization with the retinoic X receptor, acts as ligand–activated transcription factors to initiate or block target gene expression by binding to TH response elements (TREs) in the gene promoter regions. Indeed, much of the focus of work in our laboratory has been on the identification of TREs associated with promoters [17]. However, a direct TR-TRE mechanism may not explain all TH actions. For example, non-genomic action of TH, which is often related to activation of signalling pathways, is another well characterized TH response [18]. MiRNAs represent an additional mechanism by which TRs may regulate or coordinate TH response genes. MiRNAs are involved in many biological processes and functions in controlling protein expression through targeting degradation of mRNA, translational suppression of protein production, and directing chromatin structure (reviewed in [19]). As such, in the current work we explored the role of miRNAs in governing TH response.

To examine the possibility that TH action may influence miRNA expression which could, in turn, alter mRNA levels, we generated hypothyroid mice by short-term treatment with MMI and perchlorate. Global expression of miRNAs and mRNAs were studied with TLDA and DNA microarray technologies. TLDA (a modified qRT-PCR method) was applied to generate miRNA profiles. This high throughput method has increased sensitivity and accuracy relative to microarrays, and demonstrates a 100% miRNA expression validation rate against standard qRT-PCR [6]. We detected 40 significantly altered miRNAs (p<0.1) in the livers of hypothyroid mice. Among these, 11 miRNAs exhibited fold change >4 (Table 1) and included 8 up-regulated and 3 down-regulated miRNAs. Remarkably, miRs-1, 206, 133a and 133b exhibited fold changes in excess of 50-fold. MiR-1 and miR-133a cluster on chromosome 2 within 10 kb, while miR-206 and miR-133b cluster on chromosome 1 within 4 kb. The results demonstrate a highly robust induction of miRNAs in response to hypothyroidism for specific genomic sites.

To demonstrate that the increased miRNA expression was induced by TH deficiency, not the toxicity of MMI and perchlorate, we examined the expression of miRs-1, 206, 133a and 133b in chronic hypothyroid, short-term hyperthyroid and a TH-supplemented transient hypothyroid animal models using RT-PCR. All of the miRNAs significantly increased in the chronically hypothyroid mouse liver, although the fold change was smaller than in the transient hypothyroid model (Fig. 2A). This may be attributed to the different animal models or different detection systems used. Alternatively, there may be some adaptation following chronic hypothyroidism, or the miRNAs may exhibit a large initial response to the TH perturbation. This increased miRNA expression was not seen in TH corrected transient hypothyroidism, while miR-206 was significantly decreased (Fig. 2B). In addition, all selected miRNAs were significantly decreased in hyperthyroid mouse livers. That both serum T4 (Table 2) and hepatic expression of these miRNAs in the corrected hypothyroid animals are intermediate between control and hyperthyroid animal suggests an inverted dose dependant regulation by TH of these miRNA levels. These observations were confirmed in an *in vitro* model of mouse hepatocytes (AML 12 cells), where treatment with T3 caused a rapid (1 hour) reduction in the levels of miRs-1, 206, 133a and 133b. Further reduction of miRs-1 and 133a was found 24 hours post-treatment (Fig. 3A). The expression of miRNA precursors decreased with T3 treatment at 24 hrs (Fig. 3B). Although some of these changes were not significant at the p<0.05 level (only three biological replicates were used in these analyses), the data *in vitro* provide more evidence that TH reduce the cellular levels of miRs-1, 206, 133a and 133b at the transcript level.

TH regulation of these miRNAs is also supported by recent studies on muscle miRNA expression in hypothyroid humans [20]. In this work Visser *et al.* collected skeletal muscle biopsies from clinically hypothyroid patients who were being treated with TH or not. The authors found that TH induced a large down-regulation of primary miRs-206 and 133b. Levels of the primary transcript associated with miRs-1 and 133a were also reduced but to a lesser extent. Together these findings provide strong evidence that TH down-regulate the expression of miRs-1, 206, 133a and 133b in liver and skeletal muscle. However, the targets of these miRNAs and the potential biological implications are not known.

In order to explore the correlation between miRNA and mRNA levels, gene expression microarrays were used to quantify transcript abundance in the livers of the same mice (hypothyroid and euthyroid). Significant alterations in mRNA levels (p<0.05) were found for 92 transcripts with known functions between euthyroid and hypothyroid pups. Changes in gene expression may be regulated by TH through TR-TRE, miRNAs, non-genomic signalling or other mechanisms. Targets of miRs-1, 206, 133a and 133b were predicted using TargetScan and MicroCosm. The analysis predicts that these miRNAs target 14 genes that also exhibited changes in mRNA levels in hypothyroid mice relative to controls (Table 3). The vast majority of these mRNA targets (11/14) were down-regulated under hypothyroid conditions, corresponding with the increased expression of miRs-1, 206, 133a and 133b in these mice. Three targets (Vldlr, Nrp1 and Phlda1) have previously been found to be differentially expressed following alterations in TH levels in mouse livers [3]. We further validated the targets of miR-206 by establishing over-expressing miR-206 in AML 12 cells by stable transfection. The expression of miR-206 was approximately 1500 times higher in the transfected cells relative to control cells (Fig. 4A). The expression of four predicted targets of miR-206 that were down-regulated in hypothyroid livers was examined; 3 of them were decreased significantly in miR-206 transfected cells (Fig. 4B). These findings strongly suggest that these 3 genes are putative targets of miR-206. To further demonstrate that miR-206 targets are regulated by TH, we treated the miR-206 transfected cells with TH for 24 hours and found that the expression of miR-206 decreased significantly (Fig. 4C), and was accompanied by increases in the expression of 2 of the miR-206 target genes (Mup1 and Gpd2, Fig. 4D). Mup1 mediates chemical signalling by acting as pheromone ligand and regulates systemic glucose and lipid metabolism [21], [22], while Gpd2 plays a role in thermogenesis [23]. TH are involved in the regulation of the activities of Mup1 and Gpd2. Our current findings provide possible mechanisms by which TH regulates these activities via post-transcriptional control by miR-206.

These findings suggest that TH may regulate the cellular levels of several species of miRNA which, in turn, regulate the mRNA levels of some genes. To our knowledge, this represents the first observation of miRNA mediating the physiological action of a hormone in the development of the liver. At present, it is not clear if TH reduces the levels of these specific miRNAs by blocking transcription of primary genes or through some other mechanisms. Further confirmation of the target genes and the physiological significance of miRNAs in regulating TH function are underway in our laboratory.

In conclusion, the present study applied global miRNA and mRNA expression profiling to reveal a potential regulatory role for miRNAs in response to TH in the developing mouse liver. Two target genes of miR-206 affected by TH were confirmed *in vitro*. The work provides insight into the mechanisms leading to abnormal metabolism and development in the liver following TH imbalance.

How the deposited data were processed for this re-analysis (not part of the article)

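MiRNAs were measured by TLDA in the livers of 4 control and 4 hypothyroid pups, and mRNAs on 2-colour arrays in the livers of 5 control and 5 hypothyroid pups, all male and at PND 15. Pups of the hypothyroid groups were from dams given 0.05% MMI and 1% perchlorate in drinking water from PND 12. Groups and animal numbers were taken from the sample labels and the paper. The labels number the animals differently in the 2 assays, so no animal was matched between them, although the paper states that the 2 assays used the same mice.

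For the TLDA the authors deposited the threshold cycle of each well, the delta Ct of each animal against U6, in cycles and so on a log2 scale, and a table of their own comparison with a p-value, a q-value and a fold change for each of 470 assays. The p-value and q-value of the authors are from their F-test and were used for comparison only, as was their signed fold change, a ratio of the groups. The F score in the authors' deposited table is the statistic of that test and was not used further. The delta Ct was taken as deposited. limma 3.58.1 in R 4.3.3 was run on minus delta Ct for 563 of 584 miRNAs, with at least 2 animals per group, at an adjusted p of 0.1 and a fold change of 4. The bootstrapped F-test was computed on delta Ct, and in a run added later on log2 of delta Ct, by listing all resamples of the residuals within each group. The mean of miR-1, miR-206, miR-133a and miR-133b was compared by an exact permutation test over all 70 assignments, at p below 0.05. Read assays per animal, from 328 to 393, set what can be seen, since an assay not read in 40 cycles has only a bound.

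For the arrays the authors deposited the median intensity of each spot in both channels, as the scanner software gave it, together with the software's own processed signal intensities. The log2 ratios used here were computed from the median intensities, as the deposited values were not normalized. Control spots and spots marked as outliers were left out and repeated spots of a probe were averaged. normexp (offset 50), loess (span 0.2) and limma were used, with a background limit of the 5% trimmed mean plus 3 trimmed SDs of the negative control spots, at an adjusted p of 0.05 and, for Table 3, a fold change of 1.5. Of 41174 probes, 23374 matched a gene symbol by accession in the RefSeq table of GRCm38.p6, which was used for names and neighbours only. Marker lists were tested with camera (preset correlation 0.01) and fry. statmod 1.5.0 was used for the random block and data.table 1.17.8 for reading.

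The plan fixed before the data were examined took Cy5 as liver on every array, as the labels state. The channels of slide 141 were exchanged after a first fit, because its ratios ran opposite to those of the other slides. This is a departure from that plan, and the counts of transcripts with the dyes as labelled and without the slide are given beside the results.

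The marker lists were written with that plan, for skeletal muscle (32 genes, 23 tested), exocrine pancreas (33 genes, 23 tested), heart muscle (12 genes, 10 tested), erythroid cells (13 genes, 8 tested), and for muscle, pancreas and liver miRNAs. The genes named were fixed by a rule, which took every miRNA of Table 1, every gene of Table 3, Dio1, Thrsp, Vldlr and Me1, the endogenous controls, the 5 miRNAs outside Table 1 and the 5 transcripts in each direction outside Table 3 with the largest change among those past the threshold without overlap between groups, and in the closing section the 5 brightest markers of each list. Under that rule 0 further miRNAs and 2 transcripts qualified. Other miRNAs are named where their number was small, after their values were seen.

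Alternatives were the source of delta Ct, undetermined wells at 40 or 35 cycles, only miRNAs read in all animals, other references than U6, study or replicate number as a block, log2 of delta Ct, the bootstrapped F-test and an unadjusted p for the TLDA. For the arrays they were no background correction, the processed signals, median centring, a loess span of 0.3, no filter or a filter on all 10 arrays, slide as a fixed or random block, the Fs test with 100 residual shuffles, and probes averaged to genes. Each animal or array was also left out in turn. The programs were tested on simulated data. On arrays limma recovered 90.5% of 200 simulated changes of 1 log2 unit, and on the TLDA 57.5% of 40 changes of 2 log2 units and 90% of 40 changes of 5. The bootstrapped F-test recovered 0% and 35% of these. The simulated noise was independent between features and held no deviant animal or array. The array run used 43379 unfiltered spots, and the TLDA run included assays at 40 cycles, whose spread is only that of U6. These shares therefore check the programs and are not the power in the real data. Sites for the miRNAs in 3' untranslated regions were not analysed here, as they need transcript sequences, and the experiments of Fig. 1 to Fig. 4 were not analysed here.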

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

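The tests of the channels of slide 141 and of control 616 were chosen only after the results were seen, as was the split of the control arrays by acinar RNA.

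Among 67 groups of 4 or 5 samples tested for a sample far from the rest, 6 had one (8.96%), where chance gives about 5%. Of these, 3 come from control 616. The gap to the nearest other array, as a share of the group's range, was 0.755 for Akr1c19, 0.834 for Dio1 and 0.893 for the heart muscle markers, with control 616 lowest for the genes and highest for the markers. Control 616 also has the weakest ratios, with a correlation across probes of 0.71 with the other slides, and this holds in each of 20 bands of its spots by position (0.71 to 0.77), which argues against a local defect. Its liver-rich probes lay 2.61 log2 units below their level on the other slides (a shift of -2.61), while its reference-rich probes shifted by 0.60. On the other arrays the reference-rich probes shifted by -0.41 to 0.33. Liver RNA in the reference channel of that array may explain this, but the explanation cannot be told apart from others, because array-wide centring moves with such a mixture and 0.60 exceeds the other arrays by little. A biological difference of that animal was not tested. Without control 616 the transcripts altered rise from 2 to 30.

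The other 3 are single hypothyroid arrays. Hypothyroid 311 was lowest for Gpd2 (share 0.783) and for Serpini2 (0.807), at -0.47 and -0.02 log2 units. Hypothyroid 576 was highest for Dmbt1 (0.933), at 1.33. No explanation was tested for these arrays, and with 67 groups some such gaps arise by chance.

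The paper does not report 3 miRNA assays that were read in no control liver and in at least 3 hypothyroid livers, miR-465b-5p, miR-489 and miR-666-5p, named after their values were seen. The reverse was found for 1 assay. MiR-666-5p had the smallest p of all miRNAs, with a log2 change of 4.71 (limma adjusted p = 0.144) in which every control value stands for an undetermined well at 40 cycles. Hypothyroidism stays open as an explanation of these readings and was not tested.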

How the results depend on the processing

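The plan had the dyes as labelled, and the main setting with the channels of slide 141 exchanged was decided after a first fit. Undetermined wells at 40 cycles combined with leaving out hypothyroid animal 4, assays read in at least 3 animals of a group, the bootstrapped F-test on log2 of delta Ct and leaving out slide 141 were chosen after seeing the data. The others were set with the plan. The cause was not tested for any change below unless stated.

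The number of miRNAs altered stayed at 0 in 19 of 24 alternatives, and so did the number with a fold change above 4. Leave-one-out gave 0 to 1 for each, with 1 without hypothyroid animal 4 (limma adjusted p = 0.0829), and assays read in at least 3 animals of a group gave 1 and 1, with fewer miRNAs tested. An unadjusted p below 0.1 gave 43 and 14. With undetermined wells at 40 cycles and without hypothyroid animal 4 it gave 73 and 36, or 24 and 9 by the bootstrapped F-test. Of the unadjusted calls 33 of 43 were higher with U6, but 14 of 129 with the mean of miRNAs as reference. Undetermined wells at 40 cycles were tested in both settings and shift together with the reference, so this is not a reversal among read miRNAs alone.

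The mean rise of miR-1, miR-206, miR-133a and miR-133b was positive in all 17 alternatives, from 3.67 to 7.46, and 3.67 to 6.54 on leave-one-out. Its exact permutation p was 0.0571, and it fell below 0.05 only without hypothyroid animal 4, at 6.54 and, with undetermined wells at 40 cycles, at 7.46 (exact permutation p = 0.0286 for both). With study as a block (exact permutation p = 0.111) or the replicate number as a block (exact permutation p = 0.25) the rise must be 5.08 again, because the blocks are balanced. The smallest p these tests allow are 0.0556 and 0.125, so neither could pass. With the replicate number as a block 0 miRNAs were altered. Animals with the same number do not deviate together in the TLDA, with correlations across miRNAs of 0.18, 0.06, 0.15 and -0.04, so the numbers do not pair the animals. The interaction with study gave 0 miRNAs, and 4 with late readings at 35 cycles.

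The 2 transcripts altered were 1 with the processed signals, 1 with median centring, 0 with slide as a fixed block, 14 with a random block, 14 by the Fs test, 0 with dyes as labelled and 0 without slide 141. With slide as a fixed block the residual degrees of freedom are 3 in place of 8. Leave-one-out gave 1 to 30, with 30 without control 616 and 6 without hypothyroid 723, and 1 without control 832, control 391, hypothyroid 576 or hypothyroid 626. The share of higher calls was 0% in the main setting, 35.7% with the random block and 42.9% by the Fs test. Table 3 genes stayed at 0 in 20 of 21 alternatives and were 0 to 3 on leave-one-out, with 3 without control 616.

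The fall of Me1 lost its p with median centring (-0.23) and with dyes as labelled (-0.37, limma unadjusted p = 0.648). Its leave-one-out range was -0.53 to -0.41. The skeletal muscle markers moved from -0.16 to -0.13 without background correction (camera p = 0.0720, exact permutation p = 0.341) and to -0.16 with dyes as labelled (camera p = 0.0838, exact permutation p = 0.460), with a leave-one-out range of -0.20 to -0.11. With median centring they were at -0.07 (camera p = 5.27e-05, exact permutation p = 0.611). With the processed signals they were at -0.28 (camera p = 0.0189, exact permutation p = 0.103). The pancreas markers, at -1.79, were -0.39 with dyes as labelled (camera p = 0.0679, exact permutation p = 0.738), -1.36 without slide 141 (camera p = 1.59e-07, exact permutation p = 0.0857) and -2.23 to -1.36 on leave-one-out.

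For 34 single miRNAs, endogenous controls and genes, 573 of 614 alternatives kept direction and side of the threshold, 5 were stronger and 12 weaker, and 6 moved by more than the SD between animals for miRNAs with no test. The sign turned 18 times in 8 of them. MiR-138* was 0.256 without control animal 3, with a leave-one-out range of -1.35 to 0.256, and miR-199b* was -0.149 with late readings at 35 cycles. MiR-200a* was 0.0894 without hypothyroid animal 3 and ran from -2.35 to 0.0894 on leave-one-out. Y1 was 1.20 with delta Ct from the raw Ct, 0.66 with undetermined wells at 40 cycles, 0.0473 with late readings at 35 cycles, and 0.0578 without hypothyroid animal 4, with or without undetermined wells at 40 cycles, and its leave-one-out range was -1.01 to 0.0578. U87 was 0.00396 without control animal 2 and 0.0330 without hypothyroid animal 2 (range -0.21 to 0.0330), and snoRNA135 was 0.0215 without hypothyroid animal 3 (range -0.29 to 0.0215). Upp2 was 0.72 with the processed signals, 0.0210 with median centring and 0.20 with dyes as labelled. Slc17a8 was 0.0421, 0.16 and 0.0322 in these settings and 0.0229 without control 522, with a leave-one-out range of -0.14 to 0.0229.

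All alternatives for sites of the miRNAs in 3' untranslated regions were not run. Late readings limit the TLDA, and signals near background limit Gp2, which was well above background on 2 control arrays and 1 hypothyroid array.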

Differences from the paper's values

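Settings chosen after seeing the values were undetermined wells at 40 cycles combined with leaving out hypothyroid animal 4, the constant shift of each card, the unadjusted p combined with leaving out an animal, and the second probe of a gene. The array values here have the channels of slide 141 exchanged, which was decided after a first fit with the dyes as labelled. The alternatives counted below were set before the data were examined. A count is taken to differ when one is more than 1.5 times the other, a TLDA fold change likewise or when the direction differs, and an array fold change when the direction differs or the gap on the log2 scale exceeds the SD between arrays.

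The paper's number of altered miRNAs is 40, against 0 here. Of 19 alternatives set before the data were examined, the unadjusted p below 0.1 (43) does not differ from the paper's and the other 18 do. Only the counts are compared, and 3 miRNAs of Table 1 are among the 43. The paper's number with a fold change above 4 is 11, against 0 here, and the unadjusted p (14) is again the only one of 19 that does not differ. The paper's number of higher miRNAs among them is 8, against 0 here, and each of the 19 alternatives differs (13 with the unadjusted p). The bootstrapped F-test on the setting chosen after seeing the values gave 24 and 9. The unadjusted p combined with leaving out control animal 1, a combination read off after seeing the values, gave 11 with a fold change above 4, of which 8 were higher. These counts equal the paper's, but at most 4 of the 11 are miRNAs of Table 1, and there were 35 in all. The unadjusted p combined with leaving out hypothyroid animal 1 or control animal 4 gave 41 and 42 in all.

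The paper's fold change of miR-133b is 501.39, against 54.2 here, and 0 of 14 alternatives set beforehand close the difference. With undetermined wells at 40 cycles and without hypothyroid animal 4, it was 696, which does not differ by this rule. Less the constant shift of the card from the authors' deposited fold changes, also found after seeing the values, it was 502. In that setting 8 of the 11 fold changes of Table 1 do not differ from the paper's, and with the shift taken off 7 lie within 0.05 log2 units of them. Those are miR-133b, miR-133a, miR-1, miR-206, miR-135b, miR-135a and miR-582-5p. For miR-133a the paper's value is 100.36, against 24.1 here, and of 18 alternatives only leaving out hypothyroid animal 4 does not differ. For miR-135b the paper's value is 85.11, against 3.08 here, and of 12 alternatives only undetermined wells at 40 cycles (66.5) does not differ. For miR-138* the paper's is 27.77, against -1.46 here, the opposite direction, and each of 12 alternatives differs, from -3.30 to 1.19. For miR-135a the paper's value is 14.62, against 5.85 here, and of 14 alternatives only leaving out hypothyroid animal 2 does not differ. For miR-200a* the paper's value is -5.49, against -2.50 here, and of 17 alternatives undetermined wells at 40 cycles, leaving out control animal 1 and leaving out hypothyroid animal 2 do not differ.

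The paper's number of altered transcripts is 103, against 2 here, and each of 20 alternatives differs, from 0 to 30. The paper's number of Table 3 genes past both thresholds is 14, against 0 here, and its number of lower genes among them is 11, against 0 here. Each of 19 alternatives differs for both, from 0 to 3 and from 0 to 2. Leaving out control 616 calls 3 of them, Gpd2, Nrp1 and Col5a3, and with p adjusted over the list alone 5 pass. Counting the direction of the mean alone, 11 of the 14 are lower, as in the paper. The paper's fold change of Slc17a8 is -1.637, against -1.04 here, and that of Klk1b3 is -2.103, against -1.08 here, and for both each alternative differs. A second probe of Klk1b3, looked at after seeing the values, fell by 0.94 on the log2 scale, and a second probe of Slc17a8 fell by 0.47.

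The paper names Dio1, Spot 14 and Vldlr among the altered genes. Here their directions were down, down and up and their adjusted p-values by limma were 0.605, 0.347 and 0.699, so none of the 3 passed.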

Other observations

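The tests of the channels of slide 141, of acinar RNA against Dio1, Thrsp and Me1, and of the relation to the authors' fold changes were chosen only after the results were seen, and the difference between slides was tested as planned.

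MiRs-1, 206, 133a and 133b are abundant in muscle, and muscle RNA in some liver samples may explain their rise in the TLDA. The mean of the 4 had an SD of 3.83 cycles among hypothyroid livers, while miR-122, a liver miRNA, had an SD of 0.43 cycles and a log2 change of 0.04. MiRs-1, 206 and 133a had larger SDs than every assay of another miRNA read in all 4 hypothyroid livers within 3 cycles of them. Of the other muscle miRNAs on the cards, miR-499 was read only in hypothyroid animals 1 and 2, which had the highest means of the 4, and miR-208 only in hypothyroid animals 1 and 4. MiR-133a* (-0.77), rno-miR-1* (0.33) and miR-208b (-0.02) were each read in at most 1 animal of a group, so their changes come mostly from wells at 40 cycles and decide nothing. MiR-486 was 1.47 higher with values from 4 control animals and hypothyroid animals 1 and 2 only, but hypothyroid animal 3 was read as well and has no value in the deposited delta Ct. In the instrument's output it had a delta Ct of 12.8, so a lower level than the controls at 8.53 to 9.14, and the authors' deposited fold change is -1.79, so miR-486 decides nothing. A second assay of miR-1, rno-miR-1, rose by 4.73. Of the pancreas miRNAs, miR-216a, miR-216b, miR-217 and miR-375 changed by 0.43, 0.09, -1.35 and 0.38, and of these only miR-375 was read in every animal. The skeletal muscle markers on the arrays lay between -0.63 and -0.57 in all 5 hypothyroid livers. The paper has both assays on the same mice, but it extracted RNA for each separately, and the labels do not match the animals. Low markers on the arrays thus cannot exclude muscle RNA in the TLDA samples. Muscle RNA therefore cannot be told apart from an effect of hypothyroidism that varies between animals, as miR-486 goes both ways between the hypothyroid animals and miR-499 and miR-208 were read in 2 livers each. A constant difference between the TLDA studies would not make the rise by itself, since each study held 2 animals of each group. The rise of 8.70 within study 1 argues against such a difference as its source. With study as a block the rise must be 5.08 again, because the groups are balanced, so that value decides nothing. Whether the rise itself differs between the studies cannot be decided, since the rise of 1.45 in study 2 rests on 2 animals per group.

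For the TLDA counts at an adjusted p, which are 0, all 35 of 35 splits must give as many, with or without a fold change above 4, so the splits decide nothing. As many miRNAs at an unadjusted p below 0.1 were found in 15 of 35 splits. The split along the 2 studies gave 79 against 43 for the treatment, and study as a block gave 65. These counts include undetermined wells at 40 cycles, whose delta Ct on a card differs between animals only through U6. Such wells can pass or fail together, so the counts are not of read miRNAs alone. Chance cannot be excluded for the 43. How often read miRNAs alone would reach such a count cannot be told from these splits. For the 2 altered transcripts, 4 of 100 splits drawn gave as many, the real one included, which is under 5%. The others among these gave 6, 5 and 3, each more than the real split, and the draw took no account of slide. The number of Table 3 genes past both thresholds is 0, which 100 of 100 splits must reach, so nothing follows from them there.

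A difference between slides may contribute to the altered transcripts. With slide as a fixed block 0 were altered, which is what such a difference predicts, but the block also leaves 3 residual degrees of freedom in place of 8, so these cannot be told apart. In a check chosen after seeing this, both transcripts were lower in the hypothyroid array of each of the 4 slides with both groups, by at least 0.87 (the weakest was -0.87), though these transcripts were picked for being lower.

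Channels exchanged against the labels may explain the ratios of slide 141, where the weaker array correlated with the other slides at -0.97. After the exchange, the channel taken as liver had median signals of 80 and 75 on slide 141, against 122.5 to 191 on the other slides. The channel taken as reference had 208 and 197.5, against 67 to 90. Exchanged columns alone would have left both channels at the levels of the other slides, so these values argue against that and for exchanged dyes.

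Pancreatic RNA in some control livers may explain part of the lower Table 3 genes. Acinar markers outside Table 3 had a mean log2 change of -1.79 and a median of -1.92 over 22 genes (camera p = 1.12e-13, fry p = 0.0619, exact permutation p = 0.0238), or -1.36 without slide 141 (exact permutation p = 0.0857), and 19 of the 28 on the array were above the background limit on all 10 arrays. Their mean ratio was 3.90, 3.94 and 2.40 in control 832, 522 and 616, 0.56 in control 881 and 391, and 0.49 to 0.58 in hypothyroid livers. Of the 5 brightest, Cpb1, Cela3b and Cel changed by -3.24, -2.96 and -1.86, while Amy2a5 (-0.19) and Pnliprp1 (0.03) were high on every array. In a split of the controls made after seeing the data and given as description, the 3 with acinar RNA exceeded the other 2 by 2.80 for Serpini2, 1.47 for Klk1 and 0.83 for Gp2, but by -0.08 for Nrp1, -0.43 for Gpd2 and -0.09 for Mup1. Dmbt1 was also high in control 391, at 2.75. Lower Dio1, Thrsp and Me1 are not explained this way, since the 2 controls without acinar RNA exceeded the hypothyroid livers by a mean of 1.02 for these genes. An effect of hypothyroidism on the other genes stays open.

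On the arrays the skeletal muscle markers changed by -0.16 (camera p = 0.00869, fry p = 0.0889, exact permutation p = 0.0635), or by -0.20 without slide 141 (exact permutation p = 0.0571), the opposite direction to the muscle miRNAs. The heart muscle markers changed by -0.09 (camera p = 0.263, exact permutation p = 0.310) and the erythroid markers by 0.11 (camera p = 0.181, exact permutation p = 0.579). In the main setting none of these calls holds under fry, and the call for the pancreas markers does not either. Across the alternatives the fry p ran from 0.0333 to 0.671 for the skeletal muscle markers and from 0.0236 to 0.796 for the pancreas markers. The brightest skeletal muscle markers were Acta1 (-0.63), Tnnt1 (-0.08), Tnni1 (0.06), Tnni2 (-0.22) and Tnnc2 (-0.30).

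The fold changes in the authors' deposited table were set against the instrument's delta Ct over all 8 animals and with each left out, a search made after seeing the values. Without hypothyroid animal 4, 307 of 311 assays of card A lay within 0.05 log2 units of a constant shift of 0.47, and 86 of 154 of card B of a shift of 0.39, against 24 and 14 with all animals. The paper's text gives 4 animals per group.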
